A study of Homo sapiens with 10 samples. Its data were reported in "Identification of the toxic 6mer seed consensus for human cancer cells" (2022).

How the data were processed

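RNA was sequenced from HeyA8 cells, an established human ovarian cancer cell line. The cells were transfected with siRNA duplexes at 10 nM and lysed 24 or 48 h later. siGGGGGC and siGGCAGU are named after positions 2 to 7 of their guide strand, the 6mer seed with which a guide pairs to messenger RNAs as a microRNA does. The seed of siGGCAGU is that of miR-34a-5p. siNT1 is the non-targeting control duplex. The labels gave 10 libraries in 5 groups of 2. siNT1 and siGGGGGC were sampled at 24 h and at 48 h, and siGGCAGU at 48 h. Both libraries of a group carried a replicate number in their titles. The duplicates were wells of a transfection, so the spread between them is that of wells and libraries.

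The libraries were paired-end and made from total RNA after depletion of ribosomal RNA. The authors trimmed the reads with Trimmomatic, aligned them to the hg38 genome with TopHat or STAR and assigned exonic reads to Ensembl genes with htseq. Which aligner was used for these libraries was not stated, nor was the strand setting of the counting. The deposited files of each library held raw counts per gene, whole numbers with no normalization, for 58395 genes. There were 0 entries that name no gene. The methods name an Ensembl release that is older than some of the gene identifiers in the files, so the release used is uncertain. htseq leaves out reads that match several places in its usual setting, so near-identical genes such as histone copies and processed pseudogenes have uncertain values.

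The authors' deposited tables of comparisons, 4 in number, hold a mean normalised count per gene, a log2 fold change and adjusted p-values in the columns of DESeq2, although the methods name edgeR. Their log2 fold change is siNT1 over the other siRNA, found by comparing the deposited values with the counts, and its sign was turned here. For 3 deposited tables the mean normalised count was recovered from the libraries analysed here in 100% of genes. The other table at 48 h was made from libraries not analysed here, and its sign was assumed to be the same. No p-value of the authors was used in a test, and their adjusted p-values only counted their own calls.

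Total counts per library ranged from 19781445 to 42428986. The small RNA genes RN7SL2 and SNORD3A together took between 19.83% and 31.96% of a library. Genes with too few counts were left out with filterByExpr of edgeR on the 5 groups, which kept 16905 genes. Of the gene identifiers, 98.9% were found in GENCODE release 44, whose hg38 coordinates, 3′ UTRs and coding sequences were used here, and of the genes tested 16807 were found there. For each protein-coding gene the longest annotated 3′ UTR and the longest coding sequence were searched.

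Differential expression was tested with the quasi-likelihood F test of edgeR on raw counts with TMM normalization, in a single fit of all 10 libraries with the 5 groups as a factor, which left 5 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called when its adjusted p was below 0.05 and its log2 fold change was beyond 1 in either direction. Values per library are counts normalised by TMM library size, given as mean ± SD over n = 2 libraries. Log2 CPM for principal components and list tests used a prior count of 2. The comparisons were siGGGGGC with siNT1 at 24 h and at 48 h, siGGCAGU with siNT1 at 48 h, siGGGGGC with siGGCAGU at 48 h, the difference between the siGGGGGC effects at 48 h and 24 h as an interaction term, and siNT1 at 48 h with 24 h. With 2 libraries per group, a permutation of labels within a comparison cannot reach 0.05, so no such test was run.

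The genes named were fixed by a rule. They are the 10 target and 5 control genes the text of the study names. To these were added, for each siRNA against siNT1, the 5 largest falls and the 5 largest rises among genes with an adjusted p below 0.05, a mean normalised count of at least 1000 over the libraries compared, and both treated libraries beyond both control libraries. The comparison of both siRNAs at 48 h added 3 genes each way by the same rule. A gene that the rule selects with siGGCAGU and in the comparison of both siRNAs is not reported here. The study picked its target and control genes from libraries including these, so their values are not independent evidence. This rule, the groups, the tests and 232 alternatives were chosen before the data were examined, and 44 alternatives were added later.

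For seed matches, the log2 fold changes of genes with at least 1 copy of the reverse complement of a seed were set against those of genes without one. The words are GCCCCC for siGGGGGC, ACTGCC for siGGCAGU and CGACTA for siNT1. The shift is the difference of the medians. Genes are not replicates, so 3 backgrounds were used. First, replicate 1 was compared with replicate 2 in each of the 5 groups, and the largest of these shifts, in either direction, was taken as the size that no treatment gives. Second, the median was ranked among those of 10000 random lists drawn from genes without the word in the same bin of expression, region length and GC content, with 5 bins per property and at least 10 genes without a match required per bin. The permutation p of this one-sided test is 0.0001 at the smallest. Last, GCCCCC and ACTGCC were ranked by a rank-sum statistic among all 6mers found in at least 20 genes. Intervals of 95% came from 1000 bootstrap draws of genes, and cover the sampling of genes and not of libraries.

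A cubic trend of the log2 fold change on region length and GC content was removed in 3 ways. The first was fitted on all genes. In simulated data it gave a shift of -0.19 where -0.3 had been planted in 12393 genes, so it was replaced after real values had been seen. The second was fitted on genes without a match and gave -0.28. The last, used unless stated otherwise, has a term for the match that is kept, and gave -0.29 for the planted word and -0.011 for a word with no effect. Ranks with the trend removed use the first fit, which ranked the planted word 1.

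Lists of genes were tested with camera of limma at a preset correlation of 0.01, with adjustment over the 36 pairs of 12 lists and 3 comparisons. The lists were the 10 target genes, the 5 control genes, 25 p53 targets, 24 interferon response genes, 28 DNA replication genes, 27 mitosis genes, 12 RNA polymerase II subunits, 17 genes of the ATF4 stress response, 12 genes of the microRNA pathway, 20 miR-34a targets, histone genes and ribosomal protein genes by their symbols. They were written down from general knowledge after the first lines of a supplementary table of the study had been seen, in which a replication gene was visible. POLR2E and POLR2K are also target genes of the study, and CCNE2 is in the replication and the miR-34a lists. For a test of foreign RNA, 5 marker lists of 6 genes each were written for liver, blood, brain, muscle and testis.

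The test for single genes was checked on simulated counts of 16905 genes with 200 changed. It recovered 75% of them, and 99% of the 100 with at least 5 CPM, with a median error of the log2 fold change of -0.0088. Of its 161 calls 6.83% were unchanged genes. Among 12 simulated lists of 25 genes, camera and the rotation test fry each called the 1 lowered list and 0 of the others. The check of spread reads was tested on 6000 simulated reads over 16634 genes. The rank correlation with length was 0.454 when the reads fell by length and 0.03 when they fell on few genes.

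The alternatives were size factors of DESeq2, its Wald test, the likelihood ratio test and glmTreat of edgeR, no filter on low counts, a filter on a mean count of at least 50, only the libraries compared, a block for the replicate number, adjusted p alone, and leaving out each library in turn. For seed matches they were the trend fits, the shortest region per gene, genes with a mean normalised count of at least 1000, and exactly 1 match. Counts thinned to the smallest library, offsets for transcript length and GC content, an exchanged replicate block and 2 of the 3 trend fits were added later. For correlations between comparisons that share siNT1 libraries, 100 sets of unchanged groups were simulated. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The survival gene lists of the study and its PC3 libraries were not used here.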

Results

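The 10 libraries of HeyA8 cells form 5 groups of 2, with siNT1 or siGGGGGC at both time points and siGGCAGU at 48 h. At 24 h the siNT1 libraries held 22351927 and 21063521 counts and the siGGGGGC libraries 19781445 and 20509063. At 48 h there were 28034736 and 42428986 counts for siNT1, 21198854 and 32113454 for siGGCAGU, and 23696441 and 24049241 for siGGGGGC. The first principal component of log2 CPM took 47.16% of the variance and separated the siGGCAGU and siGGGGGC libraries at 48 h from the other libraries. The second took 34.13% and separated siGGGGGC at 48 h from siGGCAGU. Replicates of a group lay next to each other on both. The SD of the log2 difference between replicates over 11516 genes was 0.19 for siNT1 at 24 h, 0.21 for siGGGGGC at 24 h, 0.25 for siNT1 at 48 h, 0.29 for siGGCAGU at 48 h and 0.19 for siGGGGGC at 48 h. In every group the replicates differed by more than counting noise, with a chi-square per degree of freedom of 3.69 to 84.9, so no library was a second copy of another. The biological coefficient of variation was 0.0837.

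To ask whether the libraries carry the treatment their labels name, the 10 genes that the study chose as targets of siGGGGGC were examined in each library. At 24 h all 10 were lower in both siGGGGGC libraries than in both siNT1 libraries. EIF5A (ENSG00000132507, hg38 chromosome 17, 7306999 to 7312463) had normalised counts of 1225.6 ± 100 (SD, n = 2) with siGGGGGC and 5213.6 ± 71.5 (SD, n = 2) with siNT1. Its log2 fold change was -2.09 with a standard error of 0.144 (adjusted p = 2.07e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). PES1 (ENSG00000100029, chromosome 22, 30576625 to 30607083) had 1267.1 ± 5.06 against 4337.5 ± 20 normalised counts (SD, n = 2 each) and a log2 fold change of -1.78 with a standard error of 0.0871 (adjusted p = 1.71e-08, same test). For POLR2E (ENSG00000099817, chromosome 19, 1086574 to 1095380) the normalised counts were 552.65 ± 20.5 and 1712.8 ± 63.4 (SD, n = 2 each), and the log2 fold change was -1.63 with a standard error of 0.0926 (adjusted p = 4.03e-08, same test). The log2 fold changes of the others were -1.83 for POLR2K, -1.78 for RHOC, -1.66 for TGM2, -1.38 for APEX1, -1.32 for HMGA1, -1.23 for CENPB and -1.13 for PPP1R14B. The adjusted p-values of the 10 genes over all genes tested ranged from 1.71e-08 to 6.82e-06. All 10 were below 0.05 over all genes tested and 10 when adjusted over the list alone, which is not independent evidence because the study picked the genes from such libraries. The median of the 10 was -1.65, and leaving out a library moved it only between -1.64 and -1.66.

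**Figure D1:**
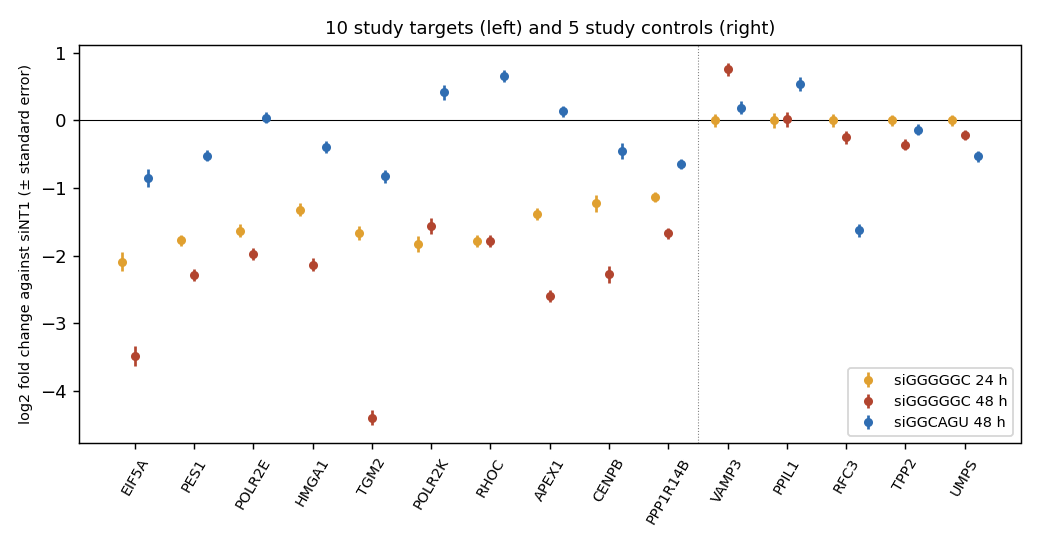
Log2 fold change of the 10 target genes and 5 control genes of the study, relative to siNT1, for siGGGGGC at 24 h and 48 h and siGGCAGU at 48 h. Points are edgeR estimates and bars their standard errors. At 24 h the target genes lie between -2.09 and -1.13 and the control genes near 0.

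The 5 control genes of the study were chosen as unchanged, and at 24 h their log2 fold changes lay within 0.003 of 0 with adjusted p-values of 0.989 to 0.99 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of the 5, 0 were below 0.05 over all genes tested and 0 when adjusted over the list alone. At 48 h with siGGGGGC, VAMP3 was higher by a log2 fold change of 0.76 (adjusted p = 7.41e-06, same test), and TPP2, RFC3 and UMPS were lower by -0.36, -0.25 and -0.22 (adjusted p = 0.00136, 0.0331 and 0.0277, same test). For RFC3 and UMPS the adjusted p was no longer below the threshold in the Wald test of DESeq2. PPIL1 was at 0.018 (adjusted p = 0.902, same test), and its sign depended on the processing. With siGGCAGU, RFC3 was lower by -1.62 and UMPS by -0.53, and PPIL1 was higher by 0.54 (adjusted p = 3.09e-09, 4.09e-05 and 0.000606, same test), while VAMP3 (0.18) and TPP2 (-0.14) had adjusted p-values of 0.12 and 0.161.

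At 48 h the target genes were again lower with siGGGGGC, with log2 fold changes from -4.39 for TGM2 and -3.48 for EIF5A to -1.67 for PPP1R14B and -1.56 for POLR2K. With siGGCAGU at 48 h they went both ways. TGM2 was at -0.83 and EIF5A at -0.86, where the replicates of EIF5A differed, with 3733.2 and 5586.8 normalised counts. RHOC was higher by 0.65 and POLR2K by 0.41, while POLR2E was at 0.041 (adjusted p = 0.711, edgeR quasi-likelihood test, Benjamini-Hochberg) and its sign depended on the processing. The adjusted p of POLR2K was 0.00698 in the fit of all libraries (same test) and no longer below the threshold with the libraries compared alone.

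The longest annotated 3′ UTRs of the 10 target genes contain 30 copies of GCCCCC, the reverse complement of the siGGGGGC seed, from 1 in POLR2K and APEX1 to 5 in EIF5A and HMGA1. The study chose its target genes among those with at least 1 such match, so the presence of a match in each was fixed by selection. In PES1, on the minus strand of chromosome 22, the 3 copies lie at 30576763 to 30576768, 30576749 to 30576754 and 30576723 to 30576728. The first is preceded by GAGGTGCAGAGGCCCACCCA and followed by TACCTACTGCCCCCATTCAT, read in the direction of the transcript. The copy in POLR2K lies at 100153444 to 100153449 on the plus strand of chromosome 8, between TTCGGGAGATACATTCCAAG and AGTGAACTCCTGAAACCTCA. The copy in APEX1 lies at 20457544 to 20457549 of chromosome 14, between ACTTTGAGCCTGGGAAATAA and TCAACTACCATTCCTTCTTT. GCCCCC is common, and 5759 of 19189 annotated protein-coding genes (30.01%) have it in the 3′ UTR.

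To determine how many genes respond to siGGGGGC early, the libraries at 24 h were compared. Of 16905 genes, 3203 had an adjusted p below 0.05 in the edgeR quasi-likelihood test, and 629 of these were also beyond a log2 fold change of 1, with 262 higher and 367 lower. The alternative that moved this number most within the same threshold was a filter on a mean count of at least 50, which gave 393, because fewer genes were tested. Demanding by glmTreat that the change itself be significantly beyond 1 left 42. The authors' deposited table for this comparison called 81 genes higher and 127 lower at the same numerical thresholds. All 208 of these calls of the authors' deposited table were called here in the same direction. By adjusted p alone, the authors had 3502 genes below 0.05, more than the 3203 here. Their smaller number of calls therefore arose at the fold-change threshold. Their log2 fold changes had a Pearson correlation of 0.785 with those here, and a difference in scale was not tested.

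The genes with the largest falls at 24 h by the naming rule were EIF5A, POLR2K, RHOC, PES1 and TGM2, all among the target genes of the study. The largest rises were IL11 at 1.82, RPS15P4 at 1.67, SMIM13 at 1.65, H3C13 at 1.63 and CCN2 at 1.48. IL11 (ENSG00000095752, chromosome 19, 55364382 to 55370463) went from 478.06 ± 38.9 to 1685.5 ± 193 normalised counts (SD, n = 2 each), with a standard error of 0.121 for the log2 fold change (adjusted p = 1.31e-07, edgeR quasi-likelihood test, Benjamini-Hochberg). RPS15P4 is a processed pseudogene and H3C13 belongs to a family of near-identical histone genes, so their counts are uncertain. The siNT1 replicates of RPS15P4 differed, with 2085.5 and 3571.5 normalised counts.

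At 48 h siGGGGGC changed more genes. There were 9345 genes with an adjusted p below 0.05 (edgeR quasi-likelihood test) and 3636 past the fold-change threshold, 1768 higher and 1868 lower. HAS2 (ENSG00000170961, chromosome 8, 121612116 to 121641440) fell most by the naming rule, to 108.89 ± 8.78 from 2541.1 ± 221 normalised counts (SD, n = 2 each), a log2 fold change of -4.55 with a standard error of 0.121 (adjusted p = 1.29e-12, same test). TGM2 followed, then TNC and FN1 at -3.72 each, and EIF5A. OSGIN1 (ENSG00000140961, chromosome 16, 83931311 to 83966332) rose most, to 12774 ± 542 from 318.38 ± 11.6 normalised counts (SD, n = 2 each), a log2 fold change of 5.32 with a standard error of 0.104 (adjusted p = 3.56e-14, same test). SQSTM1 rose by 3.88, CXCL8 by 3.77, GABARAPL1 by 3.71 and ARRDC3 by 3.62. The authors' deposited table for this comparison called 2910 genes, 1341 higher and 1569 lower. Of those calls of the authors' deposited table, 2882 were called here in the same direction and 0 in the opposite one.

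**Figure D2:**
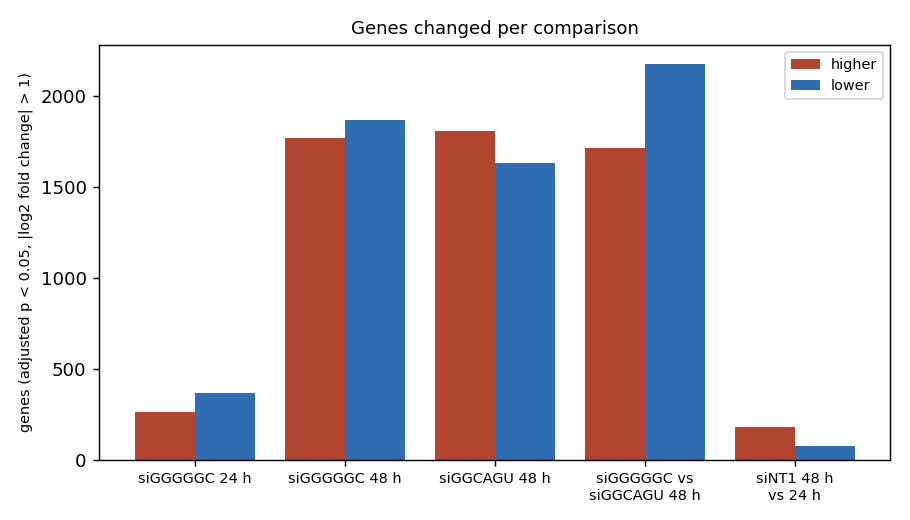
Number of genes called higher and lower in 5 comparisons, at an adjusted p below 0.05 (edgeR quasi-likelihood test) and a log2 fold change beyond 1. The bars start at 0. The siNT1 libraries changed least between 24 and 48 h, with 258 genes, and the comparison of both siRNAs at 48 h changed most, with 3881.

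Of the genes called higher at 24 h, 164 of 262 (62.6%) were also called higher at 48 h, where 10.46% of all genes were called so. Of those called lower at 24 h, 246 of 367 (67.03%) were called lower at 48 h against 11.05% of all genes. In the opposite direction there were 1 and 6 genes. The siNT1 libraries themselves differed between 24 and 48 h in 258 genes, 180 higher and 78 lower at 48 h. The siGGGGGC effect differed between the times, tested as an interaction, in 1893 genes, of which 817 were higher and 1076 lower at 48 h. Each siRNA was compared with siNT1 of its own time.

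To compare siGGGGGC with the duplex carrying the miR-34a-5p seed, siGGCAGU was examined at 48 h. It changed 3430 genes against siNT1, 1803 higher and 1627 lower, out of 8906 with an adjusted p below 0.05 (edgeR quasi-likelihood test). The largest falls by the naming rule were MCM3 at -3.19, HAS2 at -3.17, TK1 at -3.07, TMEM97 at -3.06 and H4C13 at -2.78, the last a histone gene with near-identical copies. MCM3 (ENSG00000112118, chromosome 6, 52264014 to 52284881) went from 3316.2 ± 108 to 364.87 ± 23.6 normalised counts (SD, n = 2 each), with a standard error of 0.0942 (adjusted p = 4.16e-12, same test). Genes named for their rise were SERPINB2 at 5.56, IL1B at 5.01, CXCL8 at 4.53 and IL1A at 3.99. IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836816) went from 139.49 ± 5.11 to 4511.6 ± 40 normalised counts (SD, n = 2 each), with a standard error of 0.104 (adjusted p = 9.65e-14, same test). The authors' deposited table for this comparison called 2823 genes, 1392 higher and 1431 lower, and 97.8% of the calls of the authors' deposited table were called here with 0 opposite.

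Of the genes called higher by siGGGGGC at 48 h, 655 (37.05%) were called higher by siGGCAGU, and of those called lower 509 (27.25%) were called lower. Among all genes tested, 10.67% were higher and 9.62% lower with siGGCAGU. There were 50 and 121 genes in the opposite direction. Over genes, the log2 fold changes of both siRNAs had a Pearson correlation of 0.421 and a Spearman correlation of 0.408. Both comparisons share the siNT1 libraries, and groups simulated with no siRNA effect against those 2 libraries gave Pearson correlations of 0.364 to 0.447. Noise of the shared controls makes up a large part of such fold changes, unlike in the real groups, where many genes changed. That range therefore cannot tell how much of 0.421 the shared controls give. When each siRNA was given 1 siNT1 library of its own, the correlation was 0.37 in one assignment and 0.363 in the other, against -0.055 to 0.035 in the simulation. The overlaps share the controls too. Between siGGGGGC at 24 h and siGGCAGU at 48 h, which share no library, the Pearson correlation was 0.0608 and the Spearman correlation 0.102. Of the genes called at 24 h, 82 of 262 higher (31.3%) and 94 of 367 lower (25.61%) were called in the same direction by siGGCAGU, and 33 and 46 in the opposite one.

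Compared with each other at 48 h, siGGGGGC and siGGCAGU differed in 3881 genes, 1710 higher and 2171 lower with siGGGGGC. Genes named by the rule were SERPINB2 at -5.62 and FN1 at -4.31, and CDC25A at 3.75, OSGIN1 at 3.21 and H2AX at 3.14. FN1 had 25254 ± 1680 normalised counts with siGGCAGU and 1272.6 ± 90.7 with siGGGGGC (SD, n = 2 each).

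To determine whether genes with seed matches were lowered as a set, genes with GCCCCC in the 3′ UTR were compared with genes without it. At 24 h with siGGGGGC, the median log2 fold change was 0.013 in 3894 genes with a match and 0.040 in 8499 without, a shift of -0.028. The largest shift between replicates of 1 group was 0.10, so without correction the shift at 24 h did not exceed the difference between replicate libraries. Without replicate 2 of siGGGGGC the shift was -0.015, and without replicate 1 it was -0.047. The siNT1 library left out also mattered, with -0.016 without replicate 1. The choice that moved it most was the trend on 3′ UTR length and GC content. With this trend removed the shift was -0.091, against a largest shift between replicates of 0.041. The other ways of fitting the trend gave -0.054 and -0.10 against 0.029 and 0.047. Against random lists matched for expression, length and GC content, the median of 3594 genes was lower by -0.093, below each of 10000 lists (permutation p = 0.0001, one-sided, the smallest they can give).

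At 48 h the shift of genes with GCCCCC was -0.22, beyond the largest shift between replicates of 0.10, and -0.19 with the trend removed, beyond 0.041. It was -0.18 relative to matched lists (permutation p = 0.0001, one-sided, the smallest they can give). It lay between -0.16 without replicate 1 of siNT1 and -0.27 without replicate 2. With siGGCAGU, the 4472 genes with ACTGCC in the 3′ UTR were shifted by -0.13 against 7921 without it, where replicates gave at most 0.056, and by -0.15 with the trend removed, where replicates gave at most 0.0099. Relative to matched lists the shift was -0.13 (permutation p = 0.0001, one-sided, the smallest they can give). It was -0.097 without replicate 1 of siNT1 and -0.18 without replicate 2.

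**Figure D3:**
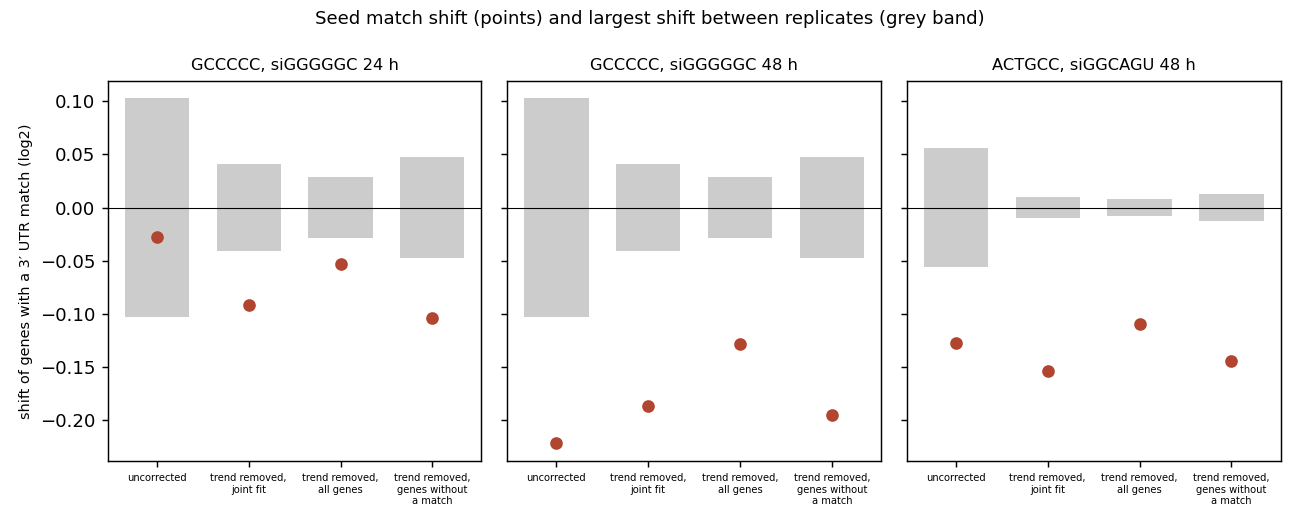
Shift of the median log2 fold change of genes with a seed match in the 3′ UTR relative to genes without one (points), for GCCCCC with siGGGGGC at 24 h and 48 h and for ACTGCC with siGGCAGU at 48 h. Each panel shows the uncorrected shift and the shift after each of 3 ways of removing the trend on 3′ UTR length and GC content. Grey bands extend from the negative to the positive size of the largest shift of replicate 1 against replicate 2 in the 5 groups. Only the uncorrected point at 24 h lies inside its band.

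With the trend removed, the word of the other siRNA moved less than its own in each comparison, while without correction the words moved about alike at 24 h. GCCCCC with siGGCAGU gave -0.042, inside the replicate shifts, with matched lists at -0.00057 (permutation p = 0.463, one-sided). Without replicate 1 of siNT1 at 48 h its direction changed, to 0.016, and without replicate 2 it was -0.10. With the trend removed it was 0.0031. Among all 6mers, GCCCCC ranked 140 as the most lowered with siGGCAGU without correction and 1782 with the trend removed. It ranked 20 with the shortest 3′ UTRs and 155 in genes with a mean count of at least 50. ACTGCC with siGGGGGC gave -0.024 at 24 h and -0.055 at 48 h. The largest replicate shift was 0.056, from siNT1 at 48 h, so the value at 48 h lies inside it. The replicate shifts of the 24 h libraries alone were 0.0071 and 0.0079, which the value at 24 h exceeds. Relative to matched lists these were -0.022 and -0.046 (permutation p = 0.0005 and 0.0006, one-sided). With the trend removed they were -0.0083 and -0.029 against 0.0099. With the trend fitted on all genes the value at 24 h was -0.00073 against 0.0078. Without correction it ran from -0.015 without replicate 2 of siGGGGGC to -0.027 without replicate 1. At 48 h the value was -0.015 without replicate 1 of siNT1 and -0.094 without replicate 2.

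The shift grew with the number of matches and with the length of the pairing. For siGGGGGC at 48 h it was -0.18 for 1 match, -0.26 for 2 and -0.34 for 3 or more. By best site, genes with a 6mer were at -0.17, those with a 7mer-A1 at -0.20, those with a 7mer-m8 at -0.23 and those with an 8mer at -0.33. For siGGCAGU the values were -0.092, -0.15 and -0.23 by number of matches, and -0.065, -0.14, -0.17 and -0.30 by site. At 24 h with siGGGGGC they were -0.017, -0.019 and -0.088 (95% bootstrap interval of the last -0.13 to -0.045) by number, and 0.022, -0.0080, -0.031 and -0.10 (95% bootstrap interval of the last -0.16 to -0.067) by site. With the trend removed, 3 or more matches at 24 h gave -0.19 and 8mer sites -0.17.

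Among all 6mers in 3′ UTRs, GCCCCC ranked 1 as the most lowered with siGGGGGC at 48 h, and ACTGCC ranked 1 with siGGCAGU, with and without the trend removed, with the shortest 3′ UTR and in genes with a mean count of at least 50. At 24 h GCCCCC ranked 1975 without correction, where the most lowered word was AAATAT, and 1 with the trend removed. It ranked 759 with the shortest 3′ UTRs and 1624 in genes with a mean count of at least 50. Other words of the same composition ranked 600 at best at 24 h with the trend removed, for CCCCCG. At 48 h with siGGGGGC the best of them was CCCCGC, at 38 without correction and 179 with the trend removed.

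In coding sequences the genes with GCCCCC were shifted by 0.019 with siGGGGGC at 24 h (5219 with and 7183 without), inside the replicate shifts of up to 0.12, and without replicate 1 of siGGGGGC the sign changed, to -0.0067. Without replicate 2 of siGGGGGC it was 0.045, without replicate 1 of siNT1 0.039 and without replicate 2 of siNT1 0.0073. Relative to matched lists the shift was -0.053 (permutation p = 0.0001, one-sided, the smallest they can give), and with the trend removed it was -0.041 against 0.022. At 48 h it was -0.22, -0.10 relative to matched lists and -0.11 with the trend removed. For ACTGCC with siGGCAGU it was -0.13, with -0.087 and -0.096 in the same order. That value was -0.068 without replicate 1 of siNT1 and -0.18 without replicate 2. Coding sequences and 3′ UTRs were not tested against each other.

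Tested over libraries with camera, which asks whether a list stands apart from the other genes, the genes with GCCCCC in the 3′ UTR had an adjusted p of 0.389 at 24 h and 0.0359 at 48 h with siGGGGGC, and those with ACTGCC 0.254 with siGGCAGU (Benjamini-Hochberg over the seed lists, limma). The rotation test fry gave 0.755, 0.026 and 0.0284. For genes with GCCCCC in the coding sequence, siGGGGGC at 48 h gave 0.0359 with camera and 0.0284 with fry. At 48 h these tests therefore do not set 3′ UTRs apart from coding sequences. A gene can have matches in both regions, and these tests did not correct for length or GC content. With the correlation between genes estimated from the libraries, camera left no seed list below 0.05, the lowest adjusted p being 0.703. Of the genes called lower with siGGGGGC at 24 h that have a 3′ UTR, 137 of 249 (55.02%) had a match, against 31.42% of the 12393 tested and 34.56% of those called higher. At 48 h 44.59% of the genes called lower had a match and 27.65% of those called higher. For ACTGCC with siGGCAGU the shares were 41.88% and 30.24%, against 36.08% of those tested.

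Lists of genes fixed beforehand were tested with camera against the other genes, with Benjamini-Hochberg adjustment over 36 pairs of lists and comparisons. The target genes were lower with siGGGGGC, with a median of -1.65 at 24 h (adjusted p = 1.6e-14, camera of limma) and -2.20 at 48 h (adjusted p = 6.87e-09, camera), and at -0.42 with siGGCAGU (adjusted p = 0.242, camera). The control genes gave 0.996, 0.705 and 0.402 in the same order. DNA replication genes were higher at 24 h with siGGGGGC in 26 of 28 genes (median 0.22, adjusted p = 2.71e-05, camera), lower at 48 h in 24 of 28 (median -0.55, adjusted p = 0.000181) and lower with siGGCAGU in 28 of 28 (median -1.82, adjusted p = 3.68e-18). Mitosis genes moved in the same way, with medians of 0.37, -0.58 and -1.71 and 26, 22 and 27 of 27 genes in these directions (adjusted p = 4.29e-07, 9.11e-05 and 5.55e-18, camera). Histone genes had medians of 0.44, -0.90 and -1.80, with 50, 45 and 52 of 55 genes (adjusted p = 8.39e-10, 1.28e-07 and 1.23e-19, camera), and share reads between copies.

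At 48 h the genes of the ATF4 stress response were higher with siGGGGGC in 16 of 17 (median 1.02, adjusted p = 5.15e-06, camera) and with siGGCAGU in 11 of 17 (median 0.99, adjusted p = 0.00448). Interferon response genes were higher in 17 of 19 tested in both, with medians of 0.71 and 1.41 (adjusted p = 0.00325 and 1.59e-05, camera), and p53 targets in 19 of 25 with siGGGGGC (median 0.45, adjusted p = 0.00271). The miR-34a targets were lower in 18 of 18 tested with siGGCAGU (median -1.12, adjusted p = 5.66e-08, camera), at -0.32 with siGGGGGC at 48 h (adjusted p = 0.273) and at 0.012 at 24 h (adjusted p = 0.765). The microRNA pathway was higher at 24 h in 9 of 12 genes (median 0.38, adjusted p = 0.0145, camera), with 0.298 at 48 h and 0.765 for siGGCAGU. At 24 h the adjusted p was 0.316 for p53 targets and for interferon response genes and 0.944 for the ATF4 response, and for p53 targets with siGGCAGU it was 0.197. RNA polymerase II subunits gave 0.603, 0.535 and 0.944, and ribosomal proteins 0.0847, 0.589 and 0.374, for siGGGGGC at 24 h, at 48 h and siGGCAGU.

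The 18 pairs below 0.05 with camera were all below 0.05 with fry, which gave 26. With the correlation between genes estimated from the libraries, 4 were left, the target genes at both times with siGGGGGC and the interferon and replication genes with siGGCAGU. The direction of the median was the same for these 18 pairs under each of 5 scalings. In these comparisons the largest move of the median of all genes was -0.12, with no filter. The smallest of the 18 medians was 0.22, so a move of that size in all genes alike could not have reversed one. These scalings take most genes as unchanged, so a larger change in RNA per cell was not tested. Single genes of a list can also be counted. For mitosis at 24 h, 16 of 27 genes were below 0.05 over all genes tested and 21 adjusted over the list alone, by the edgeR quasi-likelihood test. For histones these were 33 and 39 of 55, for replication 10 and 10 of 28, and for the microRNA pathway 8 and 8 of 12. For miR-34a targets with siGGCAGU they were 16 and 17 of 18.

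The siNT1 libraries at 24 h differed in how many genes had a count. Replicate 1 had 33365 such genes, against 25420 in replicate 2 and 25238 to 28703 in the 9 other libraries. There were 3931 genes with a count in this library alone, with 5970 counts in total, or 0.0267% of the library. Among the calls at 24 h, 165 of 367 lower and 107 of 262 higher genes had a mean count below 50.

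**Figure D4:**
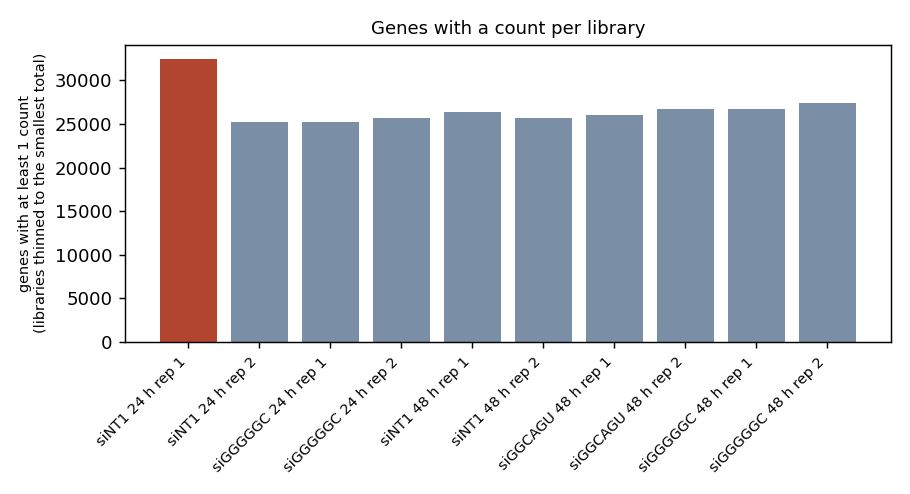
Genes with at least 1 count in each library, after each library was thinned to the total of the smallest. Replicate 1 of siNT1 at 24 h, with 32471 genes, lies above the 9 other libraries, which have 25224 to 27361.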

Values the study reported

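The study reported that its 10 target genes were the most downregulated out of 304 genes. It selected genes with a base mean above 1000 and a GCCCCC match in the 3′ UTR. Of these genes, 3 were on its list of survival genes. When each of the 10 was silenced with a pool of 4 siRNAs, 8 of the pools reduced cell viability. Among highly expressed genes with a GCCCCC match in the 3′ UTR, it reported that expression in mock-treated HeyA8 and PC3 cells correlated at 0.96 for survival genes and at 0.78 for all such genes.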

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

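The tests with thinned counts and with offsets were chosen only after the libraries had been seen, though before their own results were, and the trend fit used for the other libraries was settled after an earlier fit had been seen.

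The effect of siGGGGGC differed between 48 h and 24 h in 1893 genes, tested as an interaction in edgeR with Benjamini-Hochberg adjustment. Of the 28 genes named for the siGGGGGC comparisons, 20 differed between the times at an adjusted p below 0.05. Targets of the study fell further at 48 h, by differences of -1.39 for EIF5A, -0.50 for PES1, -0.82 for HMGA1, -2.73 for TGM2, -1.21 for APEX1, -1.04 for CENPB and -0.54 for PPP1R14B. POLR2E (-0.34), POLR2K (0.27) and RHOC (-0.00024) did not differ significantly. The controls VAMP3 and TPP2 differed by 0.75 and -0.36. Of the genes named for their rise at 24 h, SMIM13 and H3C13 were lower at 48 h by differences of -0.64 and -1.41 and CCN2 was higher by 0.76. Genes named at 48 h differed by -1.34 for HAS2, -2.88 for TNC, -2.26 for FN1, 3.34 for OSGIN1, 2.52 for SQSTM1, 4.40 for CXCL8, 2.83 for GABARAPL1 and 3.72 for ARRDC3. Genes named for a large effect at 1 of the times are more prone to differ between them.

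Depth was tested by thinning each library to the total of the smallest. The number was 1796, of which 1653 were among the 1893, so unequal depth does not account for most of these differences. Offsets that remove each library's trend on transcript length and GC content gave 1669, of which 1409 were among the 1893, so that trend does not account for most of them either. H3C13 has near-identical copies, and reads shared between them were not tested. Time after transfection is the difference the design names. Each effect is relative to siNT1 of its own time. A longer action of siGGGGGC and the response of cells to it stay open as untested explanations.

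A deposited table compares siGGGGGC with siNT1 at 48 h in libraries that are not among the 10, and its sign was assumed to be that of the other tables. The authors' deposited table of these libraries called 1329 genes past the threshold used here, 757 higher and 572 lower. Of the calls in the authors' deposited table, 727 (54.7%) were also called here with siGGGGGC at 48 h in the same direction and 8 in the opposite one. The log2 fold changes had a Pearson correlation of 0.528 with siGGGGGC at 48 h, 0.345 at 24 h and 0.173 with siGGCAGU. Of the 10 target genes of the study, 8 were lower past the threshold, with a median of -1.35.

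In this table genes with GCCCCC in the 3′ UTR were higher than those without it by 0.16 before correction, and the word ranked 4010 from the most lowered, near the raised end of all 6mers. With the trend on 3′ UTR length and GC content removed the shift was -0.029, and -0.019 and -0.038 with the other fits. All of these lie within the replicate shifts of the libraries analysed here, which are 0.041, 0.029 and 0.047, so the trend can account for the uncorrected rise. The word ranked 106 with the trend removed. Library depth, GC content per library and the spread between replicates of this table were not tested, since only its summary values were used here.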

How the results depend on the processing

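For the crossed replicate block described last, the alternative was chosen only after the replicate differences were seen, as were the thinned counts, the offsets and the trend fits on all genes and on genes without a match.

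Among 96 recounts of genes changed, 77 stayed within 1.5 times the number reported and 19 did not. Requiring a mean count of at least 50 gave 393 genes for siGGGGGC at 24 h, 2061 for siGGGGGC at 48 h, 2013 for siGGCAGU, 2288 for siGGGGGC against siGGCAGU and 147 for siNT1 over time, because fewer genes were tested. Dropping the fold-change threshold gave 3203, 9345, 8906, 9183 and 2801 in the same order, and 4833 for the difference between times. Testing against a log2 fold change of 1 with glmTreat gave 42, 1549, 1542, 1787 and 1, and 326 for the difference between times, by construction a stricter demand. For siNT1 over time, DESeq2's Wald test gave 153 and no filter gave 414, and the cause was not tested. With no filter, 31.88% of the genes that differ between times were higher, against 43.16% as reported. For siNT1 over time 81.05% were higher in the Wald test and 81.63% with a mean count of at least 50, against 69.77%. Without a filter, TMM moved the median of all genes by -0.12 for siGGGGGC at 48 h and by -0.13 for the difference between times.

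Leaving out each library of a comparison in turn, with no test, the number of reported genes still beyond a log2 fold change of 1 in the same direction was 536 to 565 of 629 for siGGGGGC at 24 h, 3342 to 3373 of 3636 at 48 h, 3113 to 3177 of 3430 for siGGCAGU, 3493 to 3610 of 3881 between the siRNAs, 1703 to 1804 of 1893 between times and 183 to 242 of 258 for siNT1.

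Of 126 recomputed seed shifts, 107 kept their direction and side of the threshold. Where no library was left out, the threshold was 0.05 in a one-sided Kolmogorov-Smirnov test for lower values, which takes genes as units and so served only to compare settings. GCCCCC in 3′ UTRs with siGGCAGU changed direction, to 0.015 in genes with a mean normalised count of at least 1000, 0.0031 with the trend removed, 0.0020 with the block and the trend removed and 0.0043 with the trend fitted on all genes. ACTGCC with siGGGGGC at 48 h no longer passed it in genes with a count of at least 1000 (-0.039) and with the trend fitted on all genes (-0.020), and ran from -0.015 to -0.094 over fits that each left out a library. The same range was -0.097 to -0.18 for ACTGCC with siGGCAGU, -0.15 to -0.29 for GCCCCC in coding sequences at 48 h and -0.068 to -0.18 for ACTGCC in coding sequences with siGGCAGU. GCCCCC in coding sequences at 24 h no longer passed it in genes with a count of at least 1000 (0.0096) and with exactly 1 match, where fewer genes were tested and the shift was as reported (0.019). It changed direction with the trend removed (-0.041), with the block as well (-0.040), with the trend fitted on all genes (-0.023) and on genes without a match (-0.050). Apart from the trend fits, which remove length and GC content by construction, the cause was not tested.

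The rank of GCCCCC at 24 h was 1 with the trend removed and 759 with the shortest 3′ UTRs, against 1975. For 3 or more matches at 24 h the shift was -0.19 with the trend removed, -0.15 with the shortest 3′ UTRs and -0.22 with the trend fitted on genes without a match. At 48 h it was -0.18 with the trend fitted on all genes, and -0.31 for siGGCAGU with the trend removed. For 8mer sites at 24 h the values were -0.17, -0.16 and -0.19 in the order above, and -0.27 at 48 h with the trend fitted on all genes. Of the gene lists, 4 pairs were left with an estimated correlation between genes. The correlation between siRNAs was 0.37 and 0.363 with separate controls. Apart from these, the cause was not tested.

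Of 666 recomputed values of named genes, 646 kept direction and side of the threshold, 15 changed direction, 4 were weaker and 1 was stronger. The direction changes at 24 h were control genes, near 0 by selection. With a mean count of at least 50 and with the libraries compared alone they were -0.012 and -0.015 for VAMP3, -0.012 and -0.014 for PPIL1, -0.013 and -0.016 for RFC3, -0.013 and -0.015 for TPP2 and -0.013 and -0.016 for UMPS, and with thinned counts VAMP3 was at -0.0025. PPIL1 at 48 h was -0.10 with no filter and -0.079 with offsets, and POLR2E with siGGCAGU was -0.039 with no filter and -0.0073 with the libraries compared alone. No longer below 0.05 were RFC3 at 48 h (-0.24) and UMPS (-0.21) in the Wald test, UMPS with offsets (-0.11) and POLR2K with siGGCAGU in the libraries compared alone (0.36). TPP2 with siGGCAGU passed it with offsets (-0.18). The cause was not tested.

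The replicate numbers do not pair the libraries. Replicate differences of the groups correlated between -0.293 and 0.115. With a block for the replicate number the counts were 593, 3601, 3399, 3849, 1836 and 233, for siGGGGGC at 24 h and 48 h, siGGCAGU, siGGGGGC against siGGCAGU, the difference between times and siNT1 over time. With the numbers of siNT1 at 48 h exchanged, siGGGGGC at 48 h gave 3607 genes, 1727 higher and 1880 lower, and siGGCAGU 3341, 1654 higher and 1687 lower.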

Other observations

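Tests of the siNT1 library at 24 h with the most genes, the split of the CGACTA test into comparisons and the split of the replicate differences into groups were chosen only after the results were seen, and the trend fit of the seed tests was settled after an earlier fit had been seen.

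Length and GC content of the 3′ UTR were tested as the source of the seed shifts. With the trend removed GCCCCC gave -0.091 with siGGGGGC at 24 h and -0.19 at 48 h, and ACTGCC gave -0.15 with siGGCAGU, each beyond the replicate shifts in 3 of 3 trend fits. The trend is therefore not the whole source of the 3 shifts. Repression through the seed remains a hypothesis for these shifts. The words were set beforehand by the siRNA sequences. For siGGGGGC the study proposed this repression from RNA sequencing of HeyA8 cells, and the trend fit was settled on the libraries tested. For some of its target genes the study also reported reporter assays, in which mutated matches made the 3′ UTR more resistant to siGGGGGC. It further reported that messenger RNAs of some targets were pulled down with the siRNA. Those experiments bear on single genes and not on the shift of all genes with a match. At 24 h the shift of all genes with GCCCCC rests on the correction, because the uncorrected shift lies within the replicate shifts. Without correction, 55.02% of the genes called lower at 24 h had a match, against 31.42% of those tested and 34.56% of those called higher. Genes with 8mer sites were shifted by -0.10, but the word ranked 1975. These shares and the 8mer shift were not set against replicates.

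The control duplex could act through a seed of its own. Genes with CGACTA in the 3′ UTR (384, against 12009 without) would then be higher in all 3 comparisons with siNT1, with the word among the 41 most raised 6mers. With siGGGGGC at 24 h they were higher by 0.068, and 0.11 with the trend removed, beyond replicate shifts of 0.033 and 0.023, and the word ranked 6 with the trend removed and 144 without. With siGGGGGC at 48 h the shift was 0.013 and the rank 1067, and with siGGCAGU it was 0.082 and the rank 86. Both ranks are with the trend removed, and without correction they were 1745 and 435. With the trend removed, the setting the test named, the prediction was met at 24 h alone, but the rank depended on the setting. With the shortest 3′ UTRs the word ranked 131 at 24 h, 938 with siGGGGGC at 48 h and 5 with siGGCAGU, and in genes with a mean count of at least 50 it ranked 157, 2090 and 770. At 48 h an effect of this seed and its absence cannot be told apart, because the shift of siGGCAGU passed the replicate shifts while its rank passed 41 in 1 of these settings only, and an effect of siNT1 would be in both comparisons.

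The correlation of 0.421 between siGGGGGC and siGGCAGU at 48 h lies inside the range of simulated unchanged groups that share controls, which was the criterion written for shared controls. That criterion cannot decide, because the simulated groups had no siRNA effect and many genes changed in the real ones. With a siNT1 library for each siRNA, the correlation was 0.363 or more against at most 0.035 in the simulation, so shared libraries are not its whole source. Something common to both siNT1 libraries at 48 h, such as an effect of the control duplex, stays open, as does a response common to both siRNAs.

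Replicates differed more in siGGCAGU and siNT1 at 48 h. Transcript length and GC content explained 1.22% of the variance of the replicate difference in siGGCAGU, so they are not its main source. In siNT1 at 48 h they explained 24.3%, between the bounds of 5% and 25% set for the test, and a bias of library preparation and other sources cannot be told apart. No biological explanation was tested, since the replicates are wells of the same treatment.

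Replicate 1 of siNT1 at 24 h had 33365 genes with a count. Thinned to the smallest library it still had 32471, so depth is not the cause. In 20523 genes with no count in the 9 other libraries it had 5917 counts, and these rose with exonic length (Spearman correlation 0.32, where simulated reads gave 0.454 when they fell by length and 0.03 when they fell on few genes). The other libraries have too few such counts for this measure to be compared. The density was 0.302 counts per kb in protein-coding genes, 0.309 in lncRNA genes, 0.295 in processed pseudogenes and 0.294 in olfactory receptor genes. It was 0.342 on autosomes, 0.111 on X and 0.00399 on Y. Reads spread over the genome, such as genomic DNA, are a candidate source. The methods of the study include a DNAse digestion, and how complete it was in this library was not tested.

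RNA from another tissue was tested with 5 marker lists. Their densities over the background were 5.63 for liver, 3.90 for blood, 17.25 for brain, 10.95 for muscle and 3.49 for testis. Of the 6 markers per list, 1 of liver, 2 of blood, 0 of brain, 0 of muscle and 3 of testis had no count in the other libraries. The brain and muscle values passed the bound set for the test, but the same markers have 158 and 354 counts in replicate 2, against 195 and 418 in replicate 1. This comparison was added afterwards, and it makes the test void, so a small share of such RNA and its absence cannot be told apart. RNA of 1 other tissue would leave olfactory receptor genes and processed pseudogenes far below protein-coding genes, yet the lower of their densities was 0.972 of that of protein-coding genes. It is therefore not the source of most of these counts. Of the 367 genes called lower at 24 h, 13 (3.54%) had replicate 1 over 2 times replicate 2, so this background is not the source of most of those calls.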
